# Type 1 Interleukin-4 Signaling Obliterates Mouse Astroglia *in vivo* but Not *in vitro*

**DOI:** 10.3389/fcell.2020.00114

**Published:** 2020-02-26

**Authors:** Violeta Mashkaryan, Tohid Siddiqui, Stanislava Popova, Mehmet Ilyas Cosacak, Prabesh Bhattarai, Kerstin Brandt, Nambirajan Govindarajan, Andreas Petzold, Susanne Reinhardt, Andreas Dahl, Roger Lefort, Caghan Kizil

**Keywords:** interleukin-4, STAT6, astroglia, mouse, Alzheimer’s disease, neurogenesis, regeneration, zebrafish

## Abstract

Recent findings suggest that reduced neurogenesis could be one of the underlying reasons for the exacerbated neuropathology in humans, thus restoring the neural stem cell proliferation and neurogenesis could help to circumvent some pathological aspects of Alzheimer’s disease. We recently identified Interleukin-4/STAT6 signaling as a neuron–glia crosstalk mechanism that enables glial proliferation and neurogenesis in adult zebrafish brain and 3D cultures of human astroglia, which manifest neurogenic properties. In this study, by using single cell sequencing in the APP/PS1dE9 mouse model of AD, we found that IL4 receptor (*Il4r*) is not expressed in mouse astroglia and IL4 signaling is not active in these cells. We tested whether activating IL4/STAT6 signaling would enhance cell proliferation and neurogenesis in healthy and disease conditions. Lentivirus-mediated expression of IL4R or constitutively active STAT6VT impaired the survival capacity of mouse astroglia *in vivo* but not *in vitro*. These results suggest that the adult mouse brain generates a non-permissive environment that dictates a negative effect of IL4 signaling on astroglial survival and neurogenic properties in contrast to zebrafish brains and *in vitro* mammalian cell cultures. Our findings that IL4R signaling in dentate gyrus (DG) of adult mouse brain impinges on the survival of DG cells implicate an evolutionary mechanism that might underlie the loss of neuroregenerative ability of the brain, which might be utilized for basic and clinical aspects for neurodegenerative diseases.

## Introduction

Alzheimer’s disease (AD) is a progressive and yet irreversible neurodegenerative disease. It is characterized by a progressive loss of neurons due to the Amyloid-mediated neurotoxicity that leads to a memory loss, cognitive decline, and eventually inability to perform simple tasks (Beyreuther and Masters, 1997; Selkoe, 2001, 2002, 2003; Brown et al., 2005; Blennow et al., 2006; Harman, 2006). Alzheimer’s pathology manifests due to malfunctioning of several cell types including neurons, immune cells, neurovascular compartment and astroglia (De Strooper and Karran, 2016; Scheltens et al., 2016). The pathology in the neural compartments leads to loss of synaptic connections and eventually to neuronal death while immune cells cause a chronic inflammatory environment and exacerbate neuronal loss (Heneka et al., 2015; Heppner et al., 2015; Jay et al., 2015; Liddelow et al., 2017). Modulation of inflammatory environment and efforts to retain the synaptic integrity during the course of AD are promising approaches to revert the neuropathological changes of the disease, yet other cellular paradigms such as neurogenesis could be involved in manifestation of AD phenotypes (Amor et al., 2010; Rodriguez and Verkhratsky, 2011; Heneka et al., 2013; Nisbet et al., 2015; De Strooper and Karran, 2016; Dzamba et al., 2016; Scheltens et al., 2016; Kizil, 2018). Recently, several studies suggested that in AD patients neurogenesis is significantly reduced compared to healthy individuals (Rodriguez et al., 2008; Rodriguez and Verkhratsky, 2011; Tincer et al., 2016; Kizil and Bhattarai, 2018; Choi and Tanzi, 2019; Moreno-Jimenez et al., 2019). This might indicate that impaired neurogenesis, a physiological phenomenon that has not been investigated extensively in AD, could be a factor in the manifestation of AD pathology (Cosacak et al., 2015; Tincer et al., 2016; Kizil, 2018; Kizil and Bhattarai, 2018; Choi and Tanzi, 2019; Cosacak et al., 2020). Indeed, one of the early symptoms of AD in mouse models is reduced neural stem cell proliferation and neurogenesis (Haughey et al., 2002a, b; Ziabreva et al., 2006), and increased neurogenesis – when experimentally coupled to neuronal survival in AD mouse brains – can revert the cognitive decline (Choi et al., 2018). These findings suggest that enhancing neurogenesis might be a way to counteract AD progression by “regenerating” neurons. However, our knowledge of the molecular mechanisms by which neural stem cells could enhance their proliferation and neurogenic ability in disease conditions is limited.

We identified that in a zebrafish model of AD, Amyloid-mediated pathology induces neural stem cell proliferation and subsequent neurogenesis and integration of newborn neurons into the brain despite the prevalent neurodegenerative toxicity (Bhattarai et al., 2016, 2017a,b, 2020; Cosacak et al., 2019). Our findings suggested that IL4 could be a mechanism to enable neural stem cell plasticity and neurogenesis in AD conditions. To test this hypothesis, we generated a 3D hydrogel culture model where astroglia from fetal human cortex or iPSC-derived neural stem cells were encapsulated and exposed to aggregated amyloid (Papadimitriou et al., 2018; Celikkaya et al., 2019). We found that IL4/STAT6 signaling could revert the reduced proliferative and neurogenic ability of human astroglia upon Amyloid toxicity in 3D hydrogels *in vitro*. Based on these results, we hypothesized that IL4/STAT6 signaling could also enhance neurogenesis in mouse brains *in vivo* during health and in AD.

We conceptualized that if a molecular program is active in zebrafish astroglia and this program is involved in regenerative neurogenesis, it would be interesting to see whether this program is also active in mammalian astroglia *in vivo*, and whether it has a similar role (e.g., regenerative neurogenesis). In our previous studies, we found that a toxicity-specific neuron–glia interaction through Interleukin-4 (*il4*) that is expressed by immune cells and dying neurons, and its receptor *il4r*, which is specifically expressed in the neural stem cells with radial glial identity enable toxicity-induced neurogenesis through STAT6 signaling (Bhattarai et al., 2016, 2020; Cosacak et al., 2019). This naturally led us to investigate whether mouse astroglia expressed *Il4r*, and if not, whether the astroglial proliferation and neurogenesis would enhance after activating the signaling *in vivo*. This approach can be generalized as a workflow for future studies (Figure 1).

**FIGURE 1:**
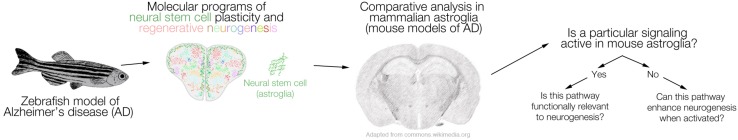
A schematic representation of the comparative logic between zebrafish and mammalian models of Alzheimer’s disease (AD). The regenerative neurogenic ability of zebrafish brain can be harnessed to elucidate the mechanisms, which can be further tested in mouse models of AD. If a particular signaling that enables regeneration in zebrafish brain is active also in mouse brains (e.g., in neural stem cells or progenitors), functional relevance to neurogenesis can be tested. If such a program ceases to exist in mammalian brains, activation of the pathway or its components can be tested as to whether they induce the regenerative neurogenic ability in mammalian brains. We propose this workflow as a stringent comparative analysis pipeline between zebrafish and mammalian brains.

IL4 is an anti-inflammatory chemokine that plays a key and complex role in polarization of the microglia and resolution of the inflammation (Rolling et al., 1996; Chen et al., 2003; Kelly-Welch et al., 2003; Lyons et al., 2007). After the onset of inflammation- for instance in disease states – IL4 downregulates pro-inflammatory cytokines TNF and IL1β (Hart et al., 1989). Such a relief of inflammatory environment was suggested to ameliorate the disease-associated outcomes such as pro-inflammatory milieu, neuronal death, or excitotoxicity (Suzumura et al., 1994; Garg et al., 2009) and act as a neuroprotective mechanism. In neurons, long-term potentiation is enhanced after IL4 during aging and AD conditions in rodents *in vivo* (Maher et al., 2005; Kiyota et al., 2010). In mouse AD and amyloidosis models, the role of IL4 is controversial. Synaptic degeneration alleviates when key inflammasome component NLRP3 is knocked-out in mice and these mice increase the expression of *Il4*. However, the increase in synaptic integrity is possibly not a direct consequence of the enhanced *Il4* expression but rather the microglial dynamics (Heneka et al., 2013). Overall, IL4 has a beneficial role on the homeostatic functions of the brain and it ameliorates AD symptoms by suppressing the inflammation and producing a permissive environment (Maher et al., 2005; Nolan et al., 2005; Lyons et al., 2007, 2009; Clarke et al., 2008; Gadani et al., 2012; Barrett et al., 2015).

The effect of IL4 on the proliferative potential and neurogenic ability of astroglia is unclear. According to one study a viral mediated overexpression of murine IL4 in the APP/PS1 mouse model of AD leads to a reduction of amyloid induced gliosis and amyloid peptide deposition together with improvement of neurogenesis (Kiyota et al., 2010). Yet, the worsening of AD-like symptoms upon overexpression of murine IL4 was also proposed by another study that used another mouse model for AD – TgCRND8 (Chakrabarty et al., 2012). So far, IL4 signaling was not investigated specifically in astroglia and the studies addressing the changes in neurogenesis after IL4 peptide injection into the mouse brain resulted in varying outcomes due to its direct effects on the immune environment and microglia. In our zebrafish Amyloid toxicity model, microglia is activated rapidly concomitant to the upregulation of *il4* expression, the prevalence of which overlaps with the neurogenic burst and morphological changes in the microglia (Bhattarai et al., 2016). We believe that determining the cell types expressing Interleukin-4 receptor (*Il4r*) would provide a further understanding on the confounding roles of IL4 in the complex milieu of the mouse brain. Additionally, enhancing IL4 signaling in astrocytes would help addressing any cell autonomous effects of this signaling pathway. Finally, investigating the neuroregenerative response in a complex mammalian brain system would help generating models that could better resemble the human brains and could contribute to designing clinical avenues for neuroregenerative therapies.

Therefore, in our study, we aimed to determine (1) whether IL4R is expressed in mouse astroglia by performing single cell sequencing and immunohistochemical stainings, and (2) whether active IL4R signaling could affect the proliferative and neurogenic ability of astroglial cells in mouse brains. Since astrocytes are the primary sources of new neurons by acting as neural stem cells in special niches (Doetsch et al., 1999; Doetsch and Scharff, 2001; Alvarez-Buylla et al., 2002; Doetsch, 2003a, b), investigating the effects of certain signaling pathways in these cell types hold the promise for a yet-elusive “induced regeneration” response of the mammalian brains.

## Materials and Methods

### Ethics Statement

All animal experimental procedures were approved by Landesdirektion Sachsen, under license number TVV 87/2016, and followed the safety regulations of DZNE Dresden and TU Dresden. All precautions were taken to minimize animal suffering and to reduce animal numbers. Wild type and age-matched APP/PS1dE9 (Janus et al., 2015) animals were used for this study.

### Lentiviral Construct Production

The generation of HIV-1 pseudo-typed virus was achieved by a co-transfection of three plasmids in HEK293T cells: (I) pCD/NL-BH – packaging plasmid that contains the Gag, Pol, Rev, and Tat genes; (II) pczVSV-Gwt – envelope plasmid that encodes the VSV-G protein; and (III) p6NST90 – transfer vector plasmid (Dirk Lindemann, University Clinic Dresden, Germany) that contained the genes of interest: the IL4R or STAT6VT. The sequences for the full length of hIL4R and hSTAT6VT together with T2A were cloned into the backbone of the HIV transfer vector using the following primers: hIl4r_FW 5′–3′; hIl4r_RV 5′-accggtaaagggccgggattctcctcca-3′; hIl4r_NLS_FW 5′-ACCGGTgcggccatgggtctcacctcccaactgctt-3′; hIl4r_NLS_RV 5′-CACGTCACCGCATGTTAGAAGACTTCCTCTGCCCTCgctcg aacactttgaatatttct-3′; Stat6VT_FW 5′-accggtgccaccatgtctctgtgg ggtctggtct-3′; Stat6VT _RV 5′-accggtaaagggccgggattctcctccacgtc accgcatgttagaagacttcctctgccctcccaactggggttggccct-3′. The plasmid for hSTAT6VT was a gift from Mark H Kaplan (Indiana University) (Kaplan et al., 2007; Sehra et al., 2010).

The generation of p6NST90-based replication-deficient lentivirus particles and transduction of target cells were based on a permit by the Sächsisches Staatsministerium für Umwelt und Landwirtschaft (Az. 54-8452/78/10). For transfection, 5 million HEK293T cells were seeded in a 10 cm dish in 8 ml of DMEM (10% heat-inactivated FBS, 1% Pen/Strep). For one virus preparation, we used 18–21 dishes. After 24 h post-seeding, for every dish 1 ml of pre-warmed blank DMEM without FBS and Pen/Strep was mixed with 5 μg of each of the three plasmids (pCD/NL-BH, pczVSV-Gwt and p6NST90 with cloned transgenes). Next, 45 μl of polyethylenimine (PEI, 1 mg/ml) were diluted in 1 ml of blank DMEM per dish. The PEI solution was added rapidly to the plasmid solution, and incubated for 30 min at room temperature. Fresh DMEM with 15% heat-inactivated serum and 1% Pen/Strep were added to each dish (4 ml/dish) and the transfection mixture was added on top. At 30 h post-transfection, media was changed by adding 5 ml DMEM (1% Pen/Strep, no FBS) to each dish.

At 48 h post-transfection the supernatants were collected, filtered and concentrated by ultracentrifugation. The generated viral pellets were then re-suspended in PBS as documented before (Stirnnagel et al., 2010; Ho et al., 2012). The presence of viral particles was tested using Lenti-X^TM^ GoStix^TM^ Plus (Takara Cat.-No. 631280) and the presence of GFP expression in transfected or transduced target cells was verified by fluorescent microscopy.

### Culture of Adult Mouse Neural Stem/Progenitor Cells (NSPCs)

Adult neural stem/progenitor cells were isolated from the dentate gyri (DG) of 3 month-old WT mice following an optimized version of an established protocol (Hagihara et al., 2009; Walker et al., 2009; Walker and Kempermann, 2014). Mice were sacrificed by cervical dislocation. DG from both hemispheres were microscopically dissected on ice in PBS containing Pen/Strep. Tissues were then further minced using a scalpel and transferred to 1.5 mL tubes for dissociation using Neural Tissue Dissociation Kit from Miltenyi Biotec. The dissociated single cell suspensions were plated in a PDL/Laminin coated 25 cm^2^ culture flask and incubated at 37°C with 5% CO_2_. Cells were expanded and passaged as monolayers in a complete Neurobasal Media. Media was exchanged every 48 h. Only passages 8–12 were used during the experiments.

### Stereotaxic Injections of Lentiviral Vectors and Astroglia

The viral injections into wild type mouse brains were carried out in an S2-approved laboratory. All the regulated precautions were met to prevent the direct contact of personnel with viruses and to avoid infecting the animal during the operation. The procedure was carried out according to previously established protocol (Artegiani et al., 2011). During the entire surgery the mice were anesthetized using a mix of oxygen and isoflurane (49:1) (Baxter – HDG9623) flow and placed on a pre-warmed heat-pad to prevent hypothermia. 1 μl of the respective virus was injected at the coordinates: (a) ± 1.6 mm mediolateral, −1.9 mm anterior–posterior and −1.9 mm dorsoventral from the Bregma for the hippocampus at 200 nl/min speed; and (b) ± 1.0 mm mediolateral, −1.0 mm anterior–posterior and −0.8 mm dorsoventral from pia for the cortex at 50 nl/min speed. Contralateral hemispheres of wild type animals were used for injecting Lv-UbiC:GFP or Lv-UbiC:IL4R-GFP viruses. Brains were isolated at 2 weeks post-injection after the last BrdU injection. BrdU was administered intraperitoneally in the concentration of 50 mg/kg of body weight three times 6 h apart. The transplantation procedure is an independent experiment and technically was performed as described for the virus injection.

For the transduction of astroglia before transplantation, cells were seeded in a 24-well plate coated with PDL (100 μg/ml) and Laminin (0.01% w/v). After 48 h cells reach 70–80% confluency. The respective virus was then added to each well (10^9^ infection units). Cells were incubated with the virus for 24 h at 37°C with 5% CO_2_, after which the media was exchanged and cells were allowed to grow till 90% confluency. At this point cells were ready for either transplantation. Transduced cells were trypsinized immediately before transplantation to avoid keeping cells on ice for longer than 1 h. 1.5 μl of 1 × 10^5^ cells/μl suspension was manually delivered to each hemisphere at 100 nl/min speed. Virus titers were 10^9^ infection units per milliliter for injection into the mouse brain and transduction of cells *in vitro*. Mice were sacrificed 1 week after injection.

### Immunohistochemistry

Mice were anesthetized with an intraperitoneal injection of a mixture of Ketamine (100 mg/kg) and Xylazine (10 mg/kg) and then transcardially perfused with NaCl 0.9% followed by cold freshly prepared 4% PFA. Brains were further post-fixed in 4% PFA overnight at 4°C. 40 μm-thick free-floating sections were made on a microtome and collected in six consecutive series in a cryo-preservation solution [0.1M Phosphate buffer, 25% (v/v) ethylene glycol, 25% (v/v) glycerol]. One serial group of free-floating sections were washed in PBS, blocked in PBS + (10% donkey or goat serum, 0.2% TritonX, 1x PBS) for 1 h at RT and incubated overnight at 4°C with the desired primary antibody of defined dilution in PBS + (3% donkey or goat serum, 0.2% Triton-X, 1x PBS). Sections were washed three times within 1 h and incubated for another hour at RT with the respective secondary antibody (1:500) coupled to a desired fluorophore. After short while, wash samples were then incubated in DAPI diluted in PBS (1:5000) for 10 min. Another series of washes were done and samples were mounted on the charged glass slides. After mounting, slides were left to dry and covered with a coverslip using Aqua Mount.

The fixed cell cultures were permeabilized with 0.1% Triton-X in PBS for 5 min at RT followed by 10 min blocking with 5% goat or donkey serum and 0.1% Triton-X in PBS at RT. Cells were then washed with PBS and primary antibodies of the required dilutions in PBS were added. Cells were incubated for 1 h at RT, washed three times for 5 min with PBS. Secondary antibodies diluted in PBS (1:500) were added and cells were incubated for another hour at RT followed by DAPI treatment for 10 min (1:5000 in PBS). At the end cells were washed three times for 5 min in PBS. At this point cells were either kept in PBS in 4°C or proceeded to imaging.

Samples were imaged on a ZEISS fluorescent microscope with ApoTome using 10x/0.45 20x/0.4 40x/0.95 objectives. Images were acquired using ZEN software and analyzed using ZEN and FIJI software (version 2.0.0.).

### Single-Cell Sequencing

The DGs from WT and APP/PS1 mice were dissected in ice cold PBS with Pen/Strep and the cell dissociation was done using Neural Tissue Dissociation Kit (P) (Miltenyi Biotech) as described (Bhattarai et al., 2016). Cells were sorted by (BD FACS Calibur^TM^) flow cytometry using Propidium Iodide cell viability dye to exclude dead cells. Subsequently, alive cells were directly loaded onto a 10x A-chip after mixing them with reverse transcriptase master mix. GEM generation, cDNA synthesis and amplification (for eight cycles) as well as library preparation was performed with Chromium Next GEM Single Cell 3′ GEM, Library & Gel Bead Kit v2 (10x Genomics) according to the manufacturer’s protocol (Zheng et al., 2016). Read alignment and read counts were done by Cell Ranger 2.1.0. For data analysis Seurat R package (Butler et al., 2018; Farrell et al., 2018) was used as described in Cosacak et al. (2019). In total, two replicates from the same cell mix were processed and sequenced. All count matrices were imported by Read10X function of Seurat and uniquely named to trace back cells if required. In a first step cells with either more than 10000 UMI and less than 1000 UMI, or less than 500 and more than 2500 unique genes were filtered out, likewise cells with more than 6% mitochondrial genes. 

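The limits were applied to the barcodes in the 4 count matrices. Of 3815 wild type barcodes, 2008 had fewer than 1000 UMIs, and of 3132 APP/PS1dE9 barcodes, 1409 did. A UMI (unique molecular identifier) marks 1 captured RNA molecule, so that copies made during amplification are counted once. Mitochondrial UMIs above 6% were found for 451 and 370 wild type barcodes and for 248 and 209 APP/PS1dE9 barcodes in replicates 1 and 2, and a barcode could miss several limits. The upper limits removed few barcodes: without them, 1325 wild type and 1433 APP/PS1dE9 cells remained. No barcode had more than 10000 UMIs.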

Further, genes found in less than 10 cells were excluded. The remaining cells and genes were used for downstream analysis for all samples. The data was normalized using the “LogNormalize” method, data scaled with “scale.factor = 1e4,” nUMI, nGene and batch effects were regressed out. For each datasets variable genes were found with FindVariableGenes with the following options mean.function = ExpMean, dispersion.function = LogVMR, x.low.cutoff = 0.125, x.high.cutoff = 10, y.cutoff = 0.5. The top 1000 most variable genes from every sample (determined by Seurat) were merged. Then, the intersection of these genes with all genes in each samples were used for CCA analysis. The two Seurat objects and the variable genes found above were used to generate a new Seurat object with RunCCA function, using num.ccs = 30. The canonical correlation strength was calculated using num.dims = 1:30 and the samples were aligned using dims.align = 1:20. The cell clusters were found using aligned CCA and 1:10 dims, with resolution 0.5. Each cell cluster named based on the markers. 

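After the limits on UMIs, genes and mitochondrial UMIs, 678 and 646 cells remained in the wild type libraries and 742 and 688 in the APP/PS1dE9 libraries, which gives 1324 wild type and 1430 APP/PS1dE9 cells. 1 APP/PS1dE9 cell held exactly 1000 UMIs and was kept. Raising the mitochondrial limit to 10% was the alternative that changed the wild type number to 1467 and the APP/PS1dE9 number to 1496. A limit of at least 500 genes alone kept 1624 and 1607 cells.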

1,324 cells from wild type and 1,429 cells from APP/PS1dE9 mouse hippocampi were analyzed. The raw data BAM files and matrices can be found in GEO^1^ (accession number: GSE140793). All R scripts are available on kizillab.org/resources.

### List of Antibodies Used

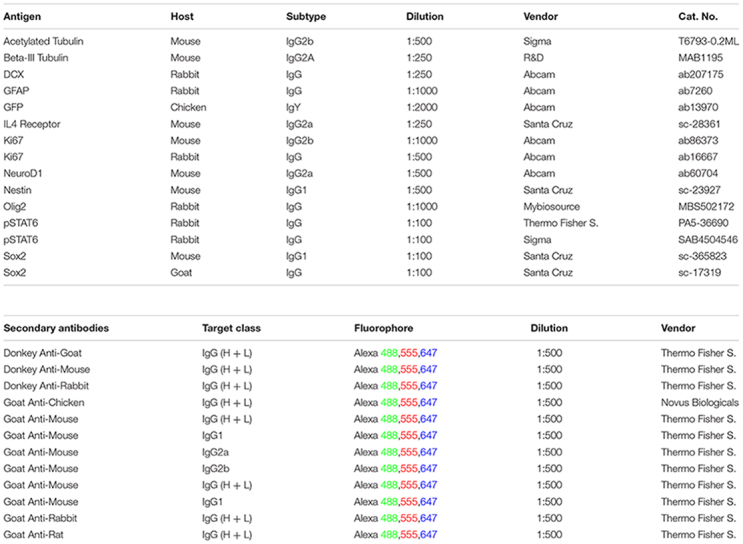

### Animal Maintenance

Mice were housed in a 12 h alternating light/dark cycle with food and water *ad libitum*. All animal experimental procedures were approved by local authorities, and all reasonable precautions were taken to minimize animal suffering and to reduce animal numbers. BrdU (Bromodeoxyuridine) was administered intraperitoneally in concentration of 50 mg/kg of body weight three times with 6 h intervals. Depending on the question, animals were sacrificed from 12 h to 2 weeks after the third injection. Animals were sacrificed by Ketamin/Xylazine mixture and perfused using filtered 0.9% saline solution followed by a 4% PFA.

### Quantification and Statistical Analyses

The cells that were positive for BrdU were only counted when they appeared in the two-cell layer thick area adjacent to the SGZ of the DG. Cells were counted for 1/6th of the entire mouse brain and extrapolated for the whole brain. Five animals per condition were used. Student’s *t*-test were used with the significance level (α = 0.05). Graphs represent mean and standard deviation.

## Results

### Aβ42 Reduces the BrdU-Positive Cells in the Neurogenic Zone of the Dentate Gyrus and Increases Reactive Gliosis

Transgenic AD mouse models display accumulation of amyloid and reactive gliosis (Chen et al., 2000; Donovan et al., 2006; Rodriguez et al., 2008; Lithner et al., 2011; van Tijn et al., 2011; Janus et al., 2015). To confirm these findings, we determined the accumulation of amyloid by performing immunolabelling for 4G8 – a widely used antibody that detects the amino acid residues 18–23 in Aβ peptides in abnormally processed isoforms as well as precursor forms – in 3, 6, and 12-month-old mice (WT and APP/PS1dE9) (Figure 2). In 3-month-old mice there was no immunoreactivity against 4G8 detected in the hippocampus. At 6 months of age, the first signs of 4G8-positive aggregations were observed and at 12 months the accumulation was widespread and abundant (Figures 2A–C). WT animals did not show any signs of plaques at 12 months of age (Figure 2D). To determine the level of reactive gliosis, the brains were immunolabeled against the GFAP that marks the astroglia. Compared to WT animals, the GFAP-positive activated astroglia with a distinctive morphology (increased in size as well as ramification and thickness of processes) were evident in the double transgenic animals as early as 3 months (Figures 2A,B,D). By 12 months a pronounced astrogliosis was observable that coincided with the plaque stage of Aβ42 (Figure 2C). These results confirm previous findings in this animal model (Donovan et al., 2006; He et al., 2013; Heneka et al., 2013; McClean and Holscher, 2014; Unger et al., 2016) and indicate that 12-month-old mice can be used to investigate the role of IL4/STAT6 signaling in the astroglia of diseased brain that manifests amyloid pathology.

**FIGURE 2:**
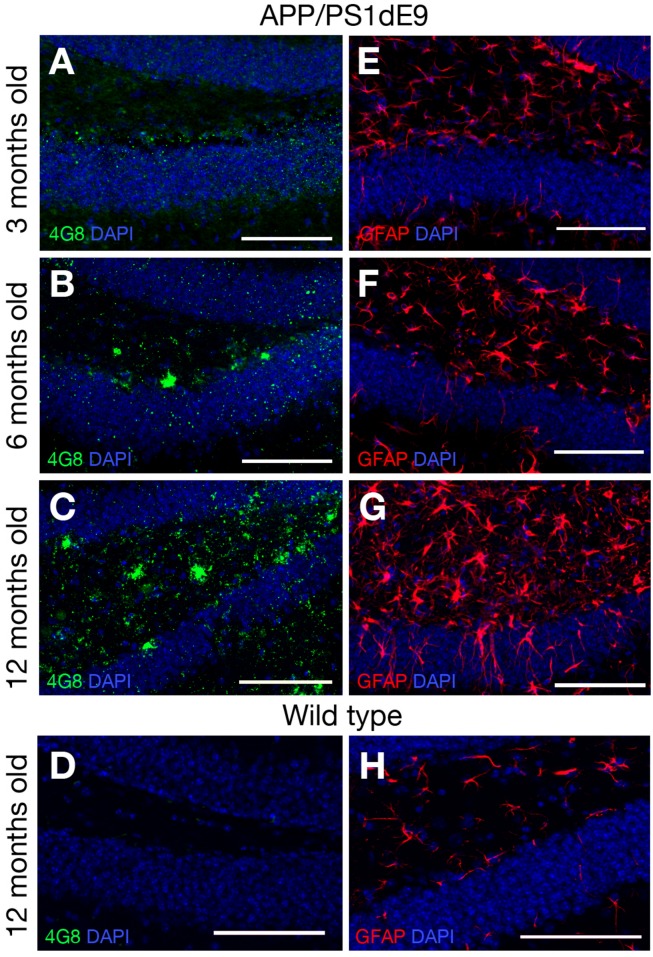
**(A–C)** 4G8 immunolabeling on brain sections of APP/PS1dE9 AD mouse model (3, 6, 12 months old respectively). **(D)** 4G8 staining on wild type mouse (12 months old). **(E–G)** GFAP immunolabeling on brain sections of APP/PS1dE9 mouse (3, 6, 12 months old respectively). **(H)** GFAP staining on wild type mouse (12 months old). *n* = 2 animals. Scale bars: 100 μm.

To determine how the proliferation of neural stem/progenitor cells change in APP/PS1dE9 animals as compared to controls, we performed BrdU pulses as described in Section “Materials and Methods,” performed BrdU immunolabeling stainings and stereologically quantified the proliferating cells at the stem cell niche of the hippocampus as described before (Kempermann et al., 2003). In WT animals, the levels of BrdU-positive proliferating neural stem/progenitor cells (NSPCs) declined with the age (Figure 3). The decline in the APP/PS1 animals however was more pronounced (Figure 3). The overall difference between the levels of proliferation in wild type and APP/PS1dE9 animals becomes statistically significant at 12 months where the strongest accumulation of Aβ and gliogenesis was observed (Figures 2, 3). This finding was also consistent with previous reports where NSPC proliferation reduces in AD mouse brains (Poirier et al., 2010; Mu and Gage, 2011; Tincer et al., 2016; Unger et al., 2016; Baglietto-Vargas et al., 2017; Choi et al., 2018; Teixeira et al., 2018; Choi and Tanzi, 2019).

**FIGURE 3:**
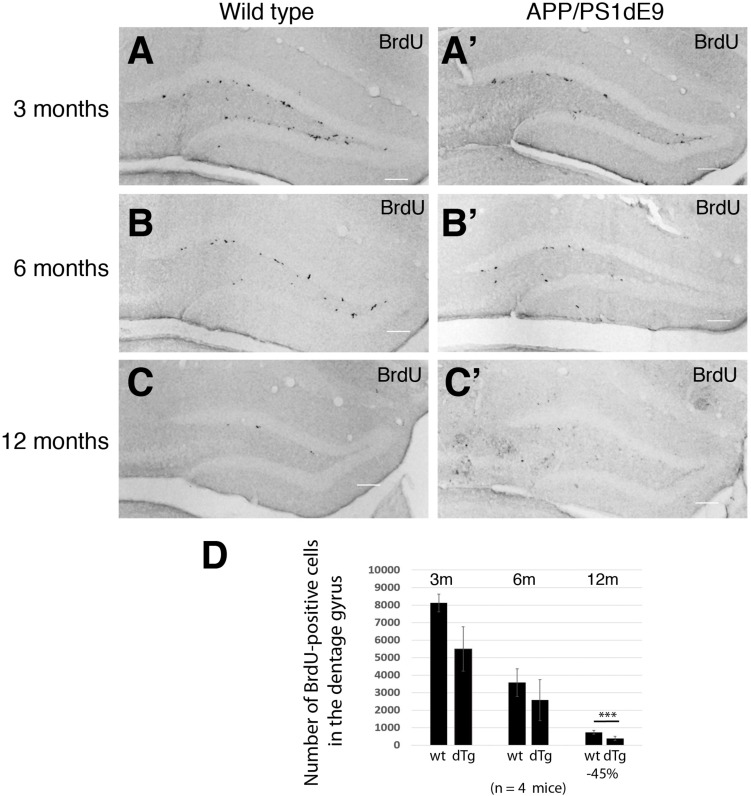
**(A–C)** BrdU immunostaining on cross sections of wild type mouse hippocampus at 3, 6, and 12 months of age. **(A′–C′)** BrdU immunostaining on cross sections of APP/PS1dE9 mouse hippocampus at 3, 6, and 12 months of age. **(D)** Quantification of total BrdU positive cells per mouse hippocampus. Proliferation reduces significantly at 12 months of age in APP/PS1dE9 mouse. *n* = 4 animals. Scale bars: 100 μm.

### *Il4ra* Is Not Expressed in Mouse Astroglia

To identify the expression of Il4 receptor (*il4ra*) in the hippocampus, we performed single cell sequencing from wild type and APP/PS1dE9 mouse brains at 12 months of age (Figure 4). 

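Single cells from dentate gyri of mice at 12 months of age were sequenced in 4 libraries with the 10x 3′ chemistry, 2 libraries from 1 mix of wild type cells and 2 from 1 mix of APP/PS1dE9 cells, a mouse line that carries Alzheimer's disease transgenes. The authors aligned and counted the reads with Cell Ranger and deposited whole-number UMI counts per gene and barcode, without normalization. The wild type libraries hold 2266318 and 2050488 UMIs in all barcodes, and the APP/PS1dE9 libraries 2188879 and 2274942. In the cells kept after the filter of the Methods, the median was 1834 and 1811 UMIs per cell in wild type and 2006 and 2237 in APP/PS1dE9. Cells were integrated across genotypes with CCA in a current version of Seurat, clustered with 10 dimensions at a resolution of 0.5, and the 12 clusters were named from fixed marker lists, because no cell annotation was used here. The order of the steps in the naming rule was settled after the clusters had been seen. Il4ra and the listed genes of IL4 signaling, IL4 induction, the transgenes, sex and amyloid-associated microglia were left out of the clustering. UMIs were then summed per cell class and mix and cell classes were compared with edgeR. Scrublet called 5, 4, 4 and 5 cells doublets in the 4 libraries, and these were kept except in an alternative. Since each genotype is 1 mix, the libraries of a genotype are technical repeats. No test between genotypes was made, and all intervals cover counting error only.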

After clustering and identification of cell types (astroglia/NSPCs “AG/NSC,” oligodendrocytes “OD,” microglia “MG,” T-cells “TC,” pericytes/endothelial cells “PC/EC,” neurons “N,” Figure 4), we investigated the expression of *Il4ra* and found that only immune cells (MG, TC) that express the receptor while AG/NSCs are negative for *Il4ra* (Figure 4). 

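Il4ra (ENSMUSG00000030748) encodes the alpha chain of the IL4 receptor and lies on the plus strand of chromosome 7 from 125552120 to 125579474 in the GENCODE M21 annotation of GRCm38, as a protein-coding gene. Of 296 Il4ra UMIs in the 2754 kept cells, 95.6% were in microglia-like and T-cell-like cells. A UMI of the gene was found in 223 of these 1028 cells (21.7%, 95% exact Clopper-Pearson interval 19.2 to 24.3%) and in 13 of the other 1726 cells (0.753%, 0.402 to 1.28%), with median depths of 2017 and 1935 UMIs per cell. In edgeR's quasi-likelihood test on the sums per class and mix, with Benjamini-Hochberg adjustment over 12906 genes, Il4ra was higher in microglia-like than in astroglia-like cells (adjusted p = 2.15e-05, and 1.01e-05 adjusted over the list alone) and in T-cell-like than in astroglia-like cells (adjusted p = 0.000142, and 1.27e-05 adjusted over the list alone). The adjusted p from edgeR rose to 0.00674 and 0.00627 when sums were scaled by library size only. TMM, the scaling of the first fit, gave the shallow astroglia-like sums factors of 1.41 and 1.47 and the microglia-like sums 0.618 and 0.697. The T-cell-like sums had 0.646 in APP/PS1dE9 and 1.10 in wild type. On simulated counts TMM called more unchanged genes than library size did for microglia, but not for T cells. This does not clear TMM for T cells. The simulated classes had equal gene proportions apart from 200 changed genes, and the simulated T cell factor was 1.04 on average. Over all alternatives the adjusted p from edgeR or DESeq2 ranged from 3.49e-10 to 0.0304 for microglia-like and from 6.57e-08 to 0.0918 for T-cell-like cells, and both were highest without APP/PS1dE9 replicate 2, which left the astroglia-like class in 1 mix. As no astroglia-like cell had an Il4ra UMI, no fitted fold change is given. Against the limits of 3 counts in the astroglia-like sums of each mix (103 CPM in wild type and 92.8 CPM in APP/PS1dE9), the microglia-like level was higher in 2 of 2 mixes (129 and 122 CPM) and the T-cell-like level in 1 of 2: it was 174 CPM in APP/PS1dE9, while the 4 UMIs of wild type, at 102 CPM, did not exceed the limit. By exact intervals, however, single mixes were mostly not separated. The astroglia-like upper ends were 127 CPM in wild type and 114 CPM in APP/PS1dE9. The microglia-like lower ends, 105 and 103 CPM, lay below them in both mixes. The T-cell-like lower end lay above only in APP/PS1dE9 (116 CPM). From the expression of the receptor across the clusters, the paper concludes that only the immune cells express it and that astroglia and neural stem cells are negative. Its figure legend is less strict: it places the receptor mainly in microglia and T cells, with very few neurons as well.

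**Figure D1:**
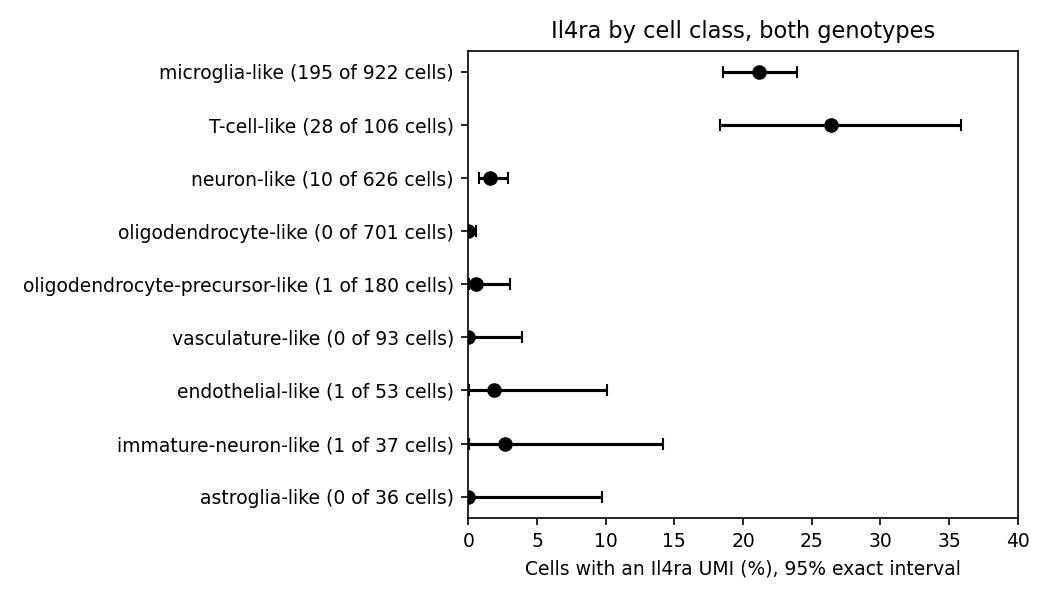
Share of cells with an Il4ra UMI (%) on the horizontal axis for each named cell class on the vertical axis, over both genotypes. Points are shares and bars are 95% exact binomial intervals. Microglia-like and T-cell-like cells lie above the other classes, of which none exceeds 2.70%.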

To confirm our single cell sequencing results, we performed immunolabeling against IL4R in astroglia (GFAP-positive cells), in SOX2-positive cells, and in immune cells (Iba1-positive) (Figure 5). We indeed found that IL4R is expressed only in immune cells in mouse hippocampus. Based on these results, we hypothesized that if IL4R expression was induced in AG/NSCs, proliferation and neurogenesis could be enhanced similar to the zebrafish brain (Bhattarai et al., 2016) and *in vitro* in 3D human astroglia cultures (Papadimitriou et al., 2018).

**FIGURE 4:**
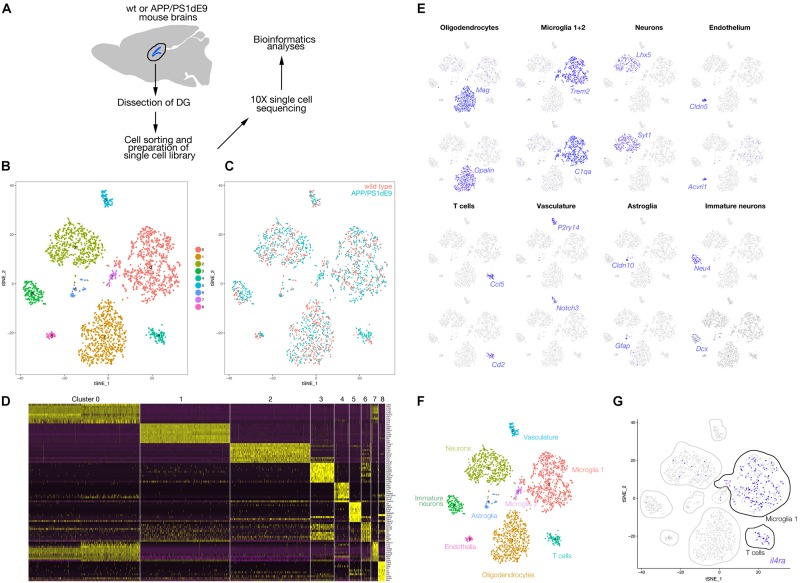
**(A)** Schematic overview of the single cell sequencing procedure. Dissected dentate gyri (DG) of hippocampi were dissociated into single cells, sorted by flow cytometry. Cells were subjected to 10X library preparation, followed by 3′ end transcriptome sequencing and bioinformatics analyses. **(B)** tSNE plot after cell clustering. **(C)** Cells from wild type and APP/PS1dE9 mouse DG plotted in different colors on the tSNE supporting a similar cell type composition and distribution. **(D)** Heat map for cell clusters showing top10 marker genes. **(E)** Feature plots for several genes known to be markers of various cell types. Cell clusters are named according to the marker gene expression: *Mag* and *Opalin* for oligodendrocytes, *C1qa* and *Trem2* for microglia, *Lhx5* and *Syt1* for neurons, *Cldn5* and *Acvrl1* for endothelial cells, *Ccl5* and *Cd2* for T cells, *P2ry14* and *Notch3* for vasculature, *Cldn10* and *Gfap* for astroglia, *Neu4* and *Dcx* for immature neurons. **(F)** Named cell clusters on tSNE plot. **(G)** Expression of *Il4r* on tSNE plot. IL4 receptor is expressed mainly in microglia and T cells. Very few neurons also express the receptor. *Il4r* is not expressed in astroglia.

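The share of each class among the kept cells is given per genotype and library, without a test. Neuron-like cells made up 22.2% of wild type (95% exact interval 20.0 to 24.5%) and 23.2% of APP/PS1dE9 cells (21.1 to 25.5%), a difference within counting error, but their 2 clusters moved in opposite directions. The cluster led by Cck, Ass1 and Reln held 15.0% of wild type (13.1 to 17.1%) and 8.67% of APP/PS1dE9 cells (7.26 to 10.3%), and the cluster led by Snhg11, Ecel1 and Ndnf 7.18% (5.84 to 8.70%) and 14.5% (12.8 to 16.5%). In both clusters each wild type library lay on the same side of each APP/PS1dE9 library, and the intervals overlapped only in the first, between wild type replicate 2 and APP/PS1dE9 replicate 1. The 2 clusters also differ in depth, with medians of 1461 and 2215 UMIs per cell, and the APP/PS1dE9 libraries were the deeper ones. At resolutions of 0.2 and 0.1 the neuron-like cells formed 1 cluster of 626 cells. Whether the clusters are different neurons or a split by depth was not tested. Oligodendrocyte-like cells made up 30.7% of wild type (28.3 to 33.3%) and 20.6% of APP/PS1dE9 cells (18.5 to 22.7%), and each wild type library (26.8% and 34.8%) lay above each APP/PS1dE9 library (19.1% and 22.1%), although the intervals of wild type replicate 1 (23.5 to 30.3%) and APP/PS1dE9 replicate 2 (19.0 to 25.4%) overlapped. T-cell-like cells were 26 of 1324 wild type cells (1.96%, 1.29 to 2.86%) and 80 of 1430 APP/PS1dE9 cells (5.59%, 4.46 to 6.91%). This difference was larger in APP/PS1dE9 replicate 1 (7.28%) than in replicate 2 (3.78%, 2.48 to 5.49%), whose interval overlapped that of wild type replicate 1 (2.65%, 1.58 to 4.16%). Oligodendrocyte-precursor-like cells were 4.53% (3.48 to 5.80%) and 8.39% (7.01 to 9.95%), but wild type replicate 2 (5.11%, 3.54 to 7.10%) and APP/PS1dE9 replicate 2 (6.54%, 4.81 to 8.65%) had overlapping intervals. Microglia-like cells were 31.4% and 35.4%, and their order between genotypes depended on the clustering: with resolution 1.0 they were 30.7% and 29.2%, since 98 of them (10 wild type and 88 APP/PS1dE9) then formed a cluster named macrophage-like, led by H2-Aa, H2-Eb1 and H2-Ab1. In 4 other clusterings 36 to 132 cells were named so, of which 34 to 95 were of the microglia-like class. A cluster led by H2-Ab1, Cd74 and Cst7 holds 57 wild type and 244 APP/PS1dE9 cells of this class. It carries all 9 microglial markers, and macrophage markers at 401 CPM against at most 7.98 CPM in the other clusters, and under 1 other order of the naming steps it stayed unnamed.

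**Figure D2:**
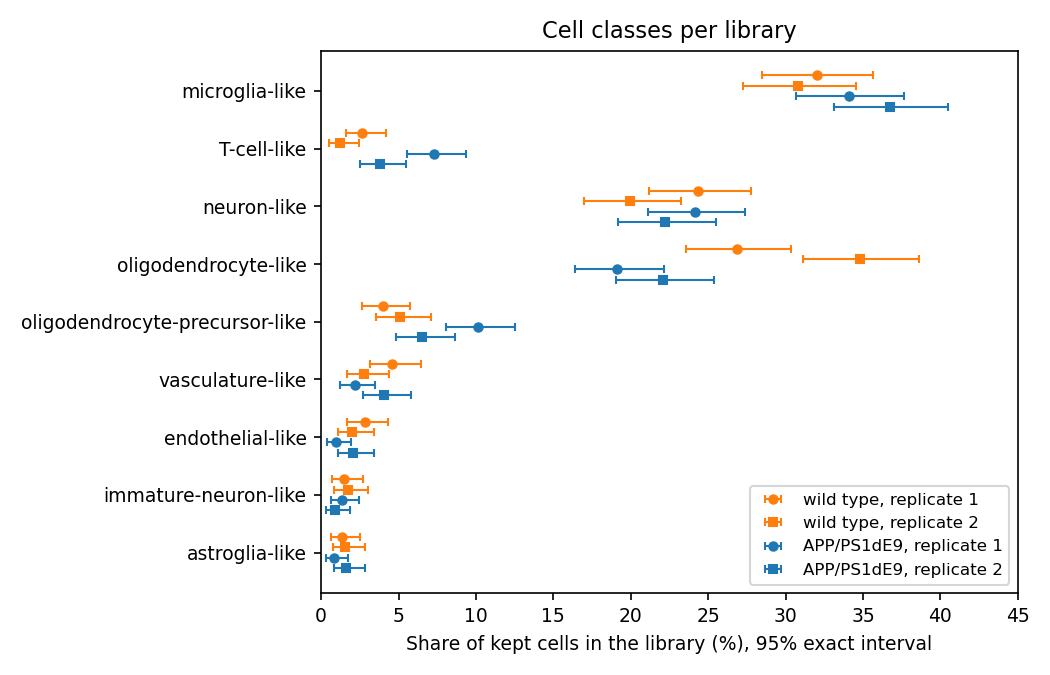
Share of kept cells (%) on the horizontal axis for each named cell class on the vertical axis. Each point is 1 library, coloured by genotype and shaped by replicate, with its 95% exact binomial interval. The oligodendrocyte-like share is 26.8% and 34.8% in the wild type libraries and 19.1% and 22.1% in the APP/PS1dE9 libraries.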

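The markers were examined in the 9 named classes. Mag had a UMI in 98.7% of oligodendrocyte-like cells and Opalin in 82.5%, C1qa in 98.4% and Trem2 in 93.6% of microglia-like cells, Cldn5 in 100% and Acvrl1 in 62.3% of endothelial-like cells, Ccl5 in 81.1% and Cd2 in 58.5% of T-cell-like cells, and P2ry14 in 78.5% and Notch3 in 36.6% of vasculature-like cells. Lhx5 was found in 34.7% and Syt1 in 54.5% of neuron-like cells, Cldn10 in 80.6% and Gfap in 50% of the astroglia-like cells. The class with the second highest share of Mag was microglia-like, at 5.97%. Neu4 was highest in a cluster led by Pdgfra, Rlbp1 and Ptprz1, named oligodendrocyte-precursor-like here, with a UMI in 56.7% of its cells and in 0.143% of oligodendrocyte-like cells, the next class. Dcx was highest in a cluster of 37 cells led by Sox11, Nrgn and Neurod1 and named immature-neuron-like, at 43.2%. Of these 37 cells, 21 kept the name by their own markers, and with 20 dimensions 24 immature-neuron-like cells were found and 16 cells led by Nrgn formed a neuron-like cluster. Dcx was second in the oligodendrocyte-precursor-like cluster, at 14.4%.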

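In microglia-like cells, Il4ra had a UMI in 195 of 922 cells (21.1%, 95% exact interval 18.6 to 23.9%) and a level of 125 CPM (UMIs scaled to equal totals, 110 to 141 by an exact Poisson interval). The CPM was 103 and 156 in the wild type libraries and 129 and 116 in the APP/PS1dE9 libraries, so that the genotypes were not distinguishable at this depth. In T-cell-like cells, 28 of 106 cells had a UMI (26.4%, 18.3 to 35.9%), at 160 CPM (109 to 226). These were 4 of 26 cells in wild type and 24 of 80 in APP/PS1dE9, and their intervals overlapped (4.36 to 34.9% and 20.3 to 41.3%). With every cell thinned to 1000 UMIs, the share was 11.6% in microglia-like and 14.8% in T-cell-like cells.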

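The neuron-like class is made of the clusters led by Cck, Ass1 and Reln and by Snhg11, Ecel1 and Ndnf. Its neuron types were not determined, so its values, here and below, need not hold for all neurons of the dentate gyrus. In neuron-like cells, Il4ra had a UMI in 10 of 626 cells (1.60%, 95% exact interval 0.769 to 2.92%), 4 in wild type and 6 in APP/PS1dE9, each with 1 UMI. The level was 8.47 CPM (exact Poisson interval 4.06 to 15.6). In oligodendrocyte-like cells, a class for which no expression was reported, 0 of 701 cells had a UMI, which allows a share of up to 0.428%. The median depth was 1797 UMIs in neuron-like and 2094 in oligodendrocyte-like cells, and the exact intervals of the shares did not overlap (upper end for oligodendrocyte-like cells 0.525%). They did overlap with cells named by their own markers, where 8 of 589 neuron-like cells (1.36%, 0.588 to 2.66%) and 3 of 713 oligodendrocyte-like cells (0.421%, 0.0869 to 1.22%) had a UMI, and without wild type replicate 2. Without APP/PS1dE9 replicate 1 or 2, the neuron-like lower ends (0.632% and 0.597%) lay below the exact upper ends of oligodendrocyte-like cells (0.658% and 0.670%) but above their limits of 3 counts (0.537% and 0.546%), so that a share above the background was not established at this depth. Against astroglia-like cells, edgeR's quasi-likelihood test gave an adjusted p of 0.620 for neuron-like and 1 for oligodendrocyte-like cells. A UMI was also found in 1 of 180 oligodendrocyte-precursor-like, 1 of 53 endothelial-like and 1 of 37 immature-neuron-like cells.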

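No Il4ra UMI was found in the 36 astroglia-like cells, 19 from wild type and 17 from APP/PS1dE9, with a median of 1507 UMIs per cell. This allows a share of cells with a UMI of up to 8.33% (3 of the 36 cells, exact upper end 9.74%). The share of cells that express the gene is not limited by this, since even microglia-like cells had a UMI in only 21.1%. With 61344 UMIs in all, the zero count allows a level of up to 48.9 CPM. By that limit over the class, the measured level was at least 2.55-fold higher in microglia-like and at least 3.27-fold higher in T-cell-like cells. The exact upper end for 0 UMIs is 60.1 CPM, below the lower ends of both Poisson intervals. APP/PS1dE9 replicate 2 holds much of this depth. Without it, 25 astroglia-like cells with 36933 UMIs allow up to 81.2 CPM, against which the measured levels were at least 1.59-fold and 1.79-fold higher. The exact upper end is then 99.9 CPM, below the lower end of microglia-like cells (111 CPM) but above that of T-cell-like cells (88.9 CPM). At the share of microglia-like cells, 7.61 of 36 cells would carry a UMI, and at the share of neuron-like cells 0.575, so that a level as low as in neuron-like cells was not detectable at this depth.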

**FIGURE 5:**
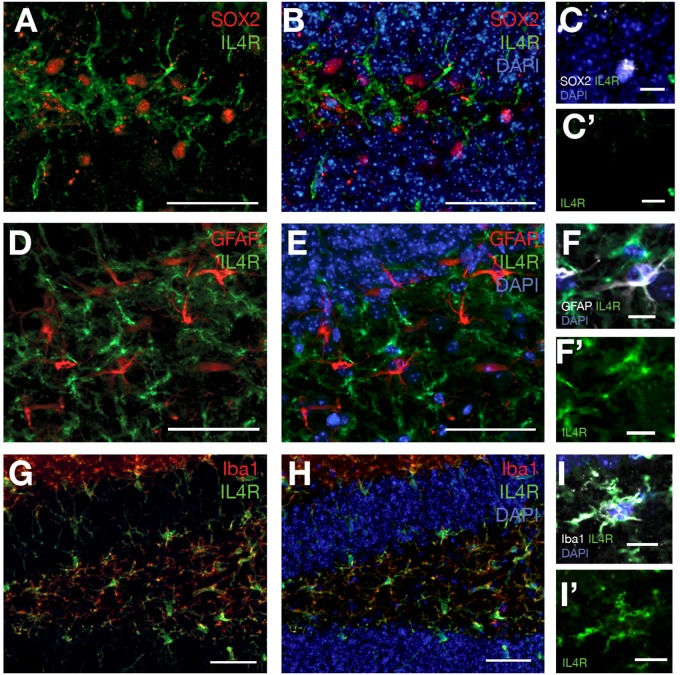
**(A)** SOX2 and IL4R immunostaining on brain sections of 12 months old wild type mouse. **(B)** DAPI added to **(A)**. **(C)** SOX2-positive cells do not express IL4R. **(C′)** IL4R fluorescence channel alone. **(D)** GFAP and IL4R immunostaining on brain sections of 12 months old wild type mouse. **(E)** DAPI added to **(D)**. **(F)** GFAP-positive cells do not express IL4R. **(F′)** IL4R fluorescence channel alone. **(G)** Iba1 and IL4R immunostaining on brain sections of 12 months old wild type mouse. **(H)** DAPI added to **(G)**. **(I)** Iba-positive cells express IL4R. **(I′)** IL4R fluorescence channel alone. *n* = 3 animals. Scale bars: 100 μm **(A,B,D,E,G,H)** and 25 μm elsewhere.

### The Overexpression of IL4R in the Adult Mouse DG Using Viral Expression Vectors

To overexpress the IL4R in mouse astroglia, we generated lentivirus particles containing the human IL4R under the uniquitous promoter UbiC (LV-UbiC:IL4R-GFP) and used the empty GFP-expressing lentivirus backbone as control (LV-UbiC:GFP, Figure 6A and Supplementary Figure S1). To test the efficiency of transduction, we cultured adult mouse dentate gyrus progenitors (Figure 5A) that can form neurons *in vitro* after growth factor withdrawal (Supplementary Figure S2). These cells expressed GFAP and SOX2 (Figure 6B) but not IL4R (Figure 6C). Transduction with LV-UbiC:GFP-IL4R resulted in strong expression of IL4R and this did not change the viability of the cells (Figure 6D). LV-UbiC:GFP transduction displayed a similar efficiency of GFP expression (Figure 6E). We concluded that lentiviral particles expressing GFP or IL4R could transduce mouse astroglia and lead to the expression of the IL4R and GFP *in vitro*.

**FIGURE 6:**
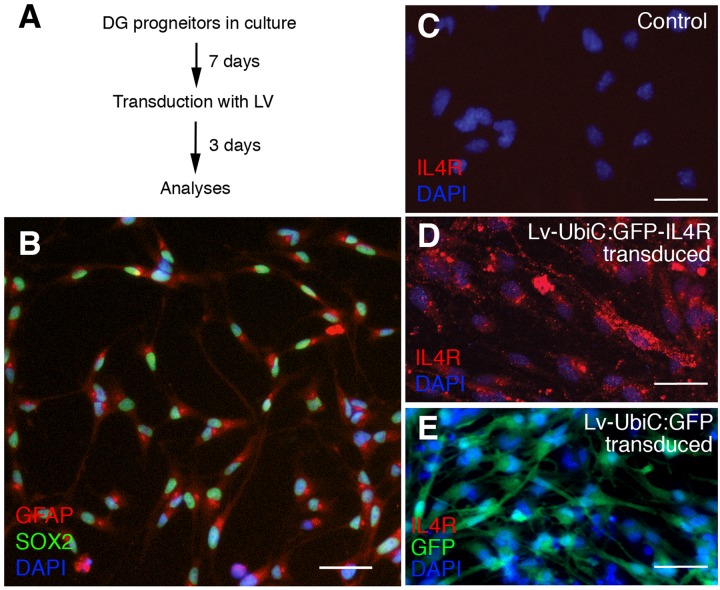
**(A)** Schematic view of cell culture and transduction of adult mouse dentate gyrus astroglia. **(B)** Immunostaining for GFAP and SOX2 in control cultures. **(C)** Immunostaining for IL4R in control cultures. **(D)** Immunostaining for IL4R after transduction with Lv-UbiC:IL4R-GFP. **(E)** Immunostaining for IL4R and GFP after transduction with Lv-UbiC:GFP. Scale bars: 25 μm.

When we injected LV-UbiC:GFP into adult mouse dentate gyrus (Figure 7A), we observed transduction in the subgranular zone (SGZ) and we could target glial cells (Figures 7B,C). However, the injection of LV-UbiC:IL4R-GFP into the brains of wild type animals consistently resulted in a considerable lower number of transduced cells (Figures 7D,E) and we hardly saw any GFP-positive glia (Figure 7F). When we performed LV injection into the cortex, we observed that IL4R virus resulted always in lower number of transduced cells independent of the relative titers (data not shown). These results suggested that the astroglia expressing IL4R survive *in vitro* but not *in vivo*, proposing a non-permissive environment that impinges on the survival of the IL4R-expressing glia *in vivo*.

**FIGURE 7:**
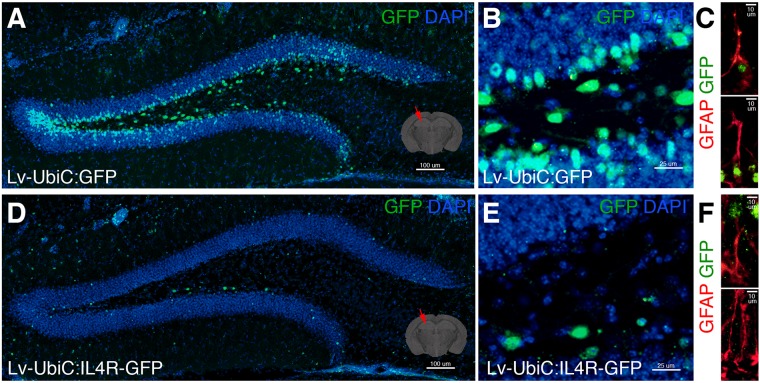
**(A)** GFP immunostaining on coronal section of wild type mouse brain after transduction of Lv-UbiC:GFP. **(B)** Close up image from **(A)**. **(C)** GFAP and GFP immunostaining showing Lv-UbiC:GFP-transduced astroglia. **(D)** GFP immunostaining on coronal section of wild type mouse brain after transduction of Lv-UbiC:IL4R-GFP. **(E)** Close up image from **(D)**. **(F)** GFAP and GFP immunostaining showing Lv-UbiC:IL4R-GFP-transduced astroglia. *n* = 3 wild type animals. Scale bars: 100 μm **(A,D)**, 25 μm **(B,E)**, and 10 μm **(C,F)**.

### Transplantation of Transduced Adult NSPCs

Since overexpression of IL4R via lentivirus injection impaired the survival of cells, we designed an alternative strategy to first transduce the mouse astroglia *in vitro* and then transplant these cells into the hippocampus or the cortex of the mouse brains. Regarding our experimental conditions, it could be possible that IL4R-expression after direct transduction by the virus injection might affect the astroglia because of the injection paradigm, the presence of the virus in the tissue. To eliminate these probabilities we used the transplantation paradigm. Additionally, we used an alternative strategy to express a constitutively active form of STAT6 (STAT6VT; Kaplan et al., 2007; Sehra et al., 2010) that would keep the IL4/STAT6 signaling continuously active. We specifically tried this because provided that the outcomes of IL4R expression and STAT6VT expression would be similar, we could be more confident about a specific effect of IL4R signaling on astroglia (by these two independent modes of activating the IL4R signaling).

Mouse astroglia were transduced with the virus, collected at 2 days after transduction to allow the expression of the gene of interest (GFP and STAT6VT), transplanted into the hippocampal and the cortical region of 12-month old wild type mice and the brains were analyzed 1 week after the transplantation. Hippocampal transplantations did not yield any integration into the region (data not shown) but cortical transplantations did. Therefore, we continued with the analyses of the cortical transplantations. To determine which cell types are formed by transplanted transduced astroglia, we performed immunolabeling against OLIG2 (oligodendrocytes), GFAP (astrocytes), and NeuN (neurons). The transplantations resulted in a varying number of integrated GFP-positive cells as determined by immunostaining for GFP. The majority of the transplanted control astroglia (LV-UbiC:GFP-transduced) yielded in GFAP-positive astrocytes (Figure 8A) while a minor fraction of transplanted cells formed oligodendrocytes (Figure 8B). We also observed a rather small fraction of transplanted LV-UbiC:GFP-transduced glia formed neurons with extended processes (Figure 8C). When LV-UbiC:STAT6VT-GFP-transduced astroglia were transplanted, we found that the transplanted cells did not form extended processes and the number of GFP-positive cells were significantly lower than the control transplantations and they displayed round, fragmented morphology with no processes (Figure 8D). A rather small minority of the UbiC:STAT6VT-GFP-transduced cells expressed oligodendrocyte marker OLIG2 (Figure 8E) and GFAP (Figure 8F), while no neurons were observed. This pattern was consistent in APP/PS1dE9 mouse brains where the difference in transplantation efficiency was apparent between transplanted control astroglia (Figure 8G, LV-UbiC:GFP-transduced) and STAT6VT-expressing astroglia (Figure 8H, LV-UbiC:STAT6VT-GFP-transduced). Altogether, these results suggest that expression of IL4R or STAT6VT in astroglia impairs the survival of these cells *in vivo* but not *in vitro*.

**FIGURE 8:**
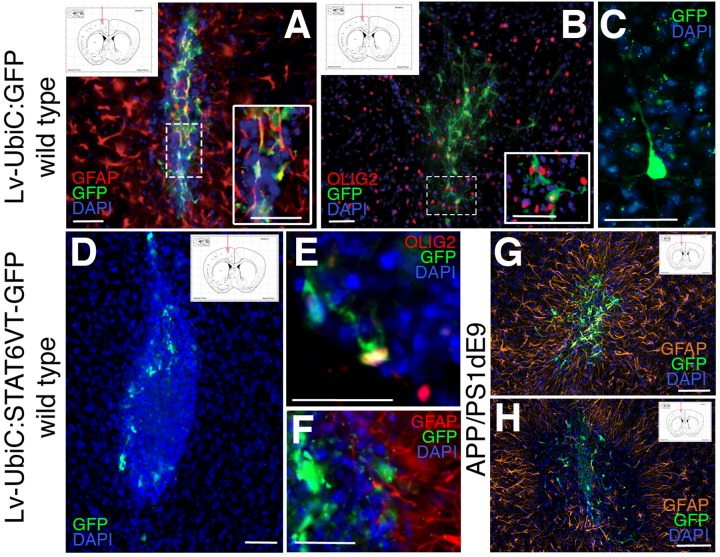
**(A)** Immunostaining for GFAP (red) and GFP after transplantation of astroglia transduced with Lv-UbiC:GFP into wild type mouse cortex. **(B)** Immunostaining for OLIG2 (red) and GFP after transplantation of astroglia transduced with Lv-UbiC:GFP into wild type mouse cortex. **(C)** Immunostaining for GFP after transplantation of astroglia transduced with Lv-UbiC:GFP into adult mouse cortex shows neuronal morphologies. **(D)** Immunostaining for GFP after transplantation of astroglia transduced with Lv-UbiC:STAT6VT-GFP into adult mouse cortex. **(E)** Immunostaining for OLIG2 (red) and GFP after transplantation of astroglia transduced with Lv-UbiC:STAT6VT-GFP into wild type mouse cortex. **(F)** Immunostaining for GFAP (red) and GFP after transplantation of astroglia transduced with Lv-UbiC:STAT6VT-GFP into wild type mouse cortex. **(G)** Immunostaining for GFAP (orange) and GFP after transplantation of astroglia transduced with Lv-UbiC:GFP into APP/PS1dE9 adult mouse cortex. **(H)** Immunostaining for GFAP (orange) and GFP after transplantation of astroglia transduced with Lv-UbiC:STAT6VT-GFP into APP/PS1dE9 adult mouse cortex. *n* = 3 animals. Schematic information on injection locations presented in the insets. Scale bars: 50 μm.

To test our hypothesis, we performed TUNEL staining to detect apoptotic cells after direct transduction of LV-UbiC:GFP or LV-UbiC:IL4R-GFP or transplantation of transduced astroglia in wild type animals (Figure 9). Unlike the transduction with LV-UbiC:GFP (Figures 9A–B′′), transduction with LV-UbiC:IL4R-GFP resulted in TUNEL-positive astroglia (Figures 9C—D′′). Similarly, while the transplantation of LV-UbiC:GFP-transduced astroglia did not lead to TUNEL-positive glia (Figures 9E–F′′), LV-UbiC:IL4R-GFP-transduced astroglia displayed TUNEL reactivity (Figures 9G–H′′). These results support our findings that expression of IL4R in astroglia leads to cell death.

**FIGURE 9:**
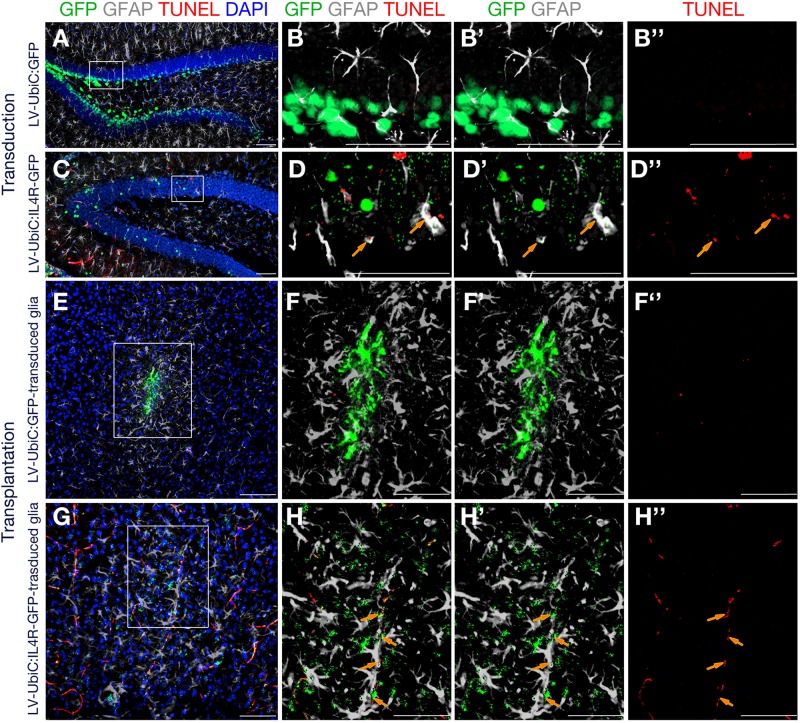
Immunostaining for GFAP (gray) and GFP (green) coupled to TUNEL staining (red). **(A)** Wild type mouse hippocampus transduced with Lv-UbiC:GFP. **(B)** Higher magnification of the framed region in **(A)** without DAPI. **(B′)** Overlaid GFP and GFAP channels. **(B′′)** TUNEL staining as single fluorescence channel. **(C)** Wild type mouse hippocampus transduced with Lv-UbiC:IL4R-GFP. **(D)** Higher magnification of the framed region in **(D)** without DAPI. **(D′)** Overlaid GFP and GFAP channels. **(D′′)** TUNEL staining as single fluorescence channel. **(E)** Wild type mouse cortex transplanted with Lv-UbiC:GFP-transduced astroglia. **(F)** Higher magnification of the framed region in **(E)** without DAPI. **(F′)** Overlaid GFP and GFAP channels. **(F′′)** TUNEL staining as single fluorescence channel. **(G)** Wild type mouse cortex transplanted with Lv-UbiC:IL4R-GFP-transduced astroglia. **(H)** Higher magnification of the framed region in **(G)** without DAPI. **(H′)** Overlaid GFP and GFAP channels. **(H′′)** TUNEL staining as single fluorescence channel. Orange arrows show TUNEL-positive, transduced glia. All animals are WT. *n* ≥ 3 wild type animals. Scale bars: 100 μm.

## Discussion

The restoration of neural tissue is of clinical importance especially in neurodegenerative diseases. However, in mammals, the neurogenic ability declines with aging and the pool of the stem cells decreases (Ekdahl et al., 2003; Monje et al., 2003; Borsini et al., 2015). Additionally, during disease progression, neural stem cell proliferation and neurogenesis reduce even further. In AD patients, neurogenesis reduces dramatically and the decrease in adult neurogenesis could be a contributing factor to the pathology (Tincer et al., 2016; Hollands et al., 2017; Kizil and Bhattarai, 2018; Teixeira et al., 2018; Choi and Tanzi, 2019; Moreno-Jimenez et al., 2019; Cosacak et al., 2020). Therefore, studying regenerating organisms such as the zebrafish to learn how to counteract the pathology-suppressed neurogenic ability, and neural stem cell plasticity could be a promising approach to develop circuit resilience and brain repair in AD. Based on our previous findings (Bhattarai et al., 2016; Cosacak et al., 2017, 2019; Papadimitriou et al., 2018), we proposed that IL4 could be a factor to coax mammalian astroglia *in vivo* to become proliferative and neurogenic in disease conditions.

In our previous work, we found that zebrafish uses IL4 signaling as crosstalk to activate glial cells toward proliferation and neurogenesis (Bhattarai et al., 2016). In 3D cultures of human neural stem cells and astroglia, IL4 receptor (IL4R) is expressed and IL4 can revert the AD-associated reduction of astroglia proliferation and neurogenesis (Papadimitriou et al., 2018). These results suggested that IL4 signaling could be used to enhance neurogenesis and proliferation of astrocytes in a cell-autonomous manner by activating this signaling in astroglia. In the current study, we found that type 1 IL4/STAT6 signaling obliterates astroglia *in vivo* in mouse brains. This correlates with previous findings that IL4 could promote apoptosis through a caspase-dependent mechanism in microglia (Soria et al., 2011). IL4 was reported to promote differentiation, proliferation, and survival of different tumor cells through its interaction with IL4R (Koller et al., 2010; Venmar et al., 2014; Kim et al., 2016). For instance *IL4R* is a biomarker for various aggressive forms of glioblastoma multiforme (Puri et al., 1994; Joshi et al., 2001; Scheurer et al., 2008; Gadani et al., 2012). Additionally, glioblastoma cells would evade apoptosis in correlation with *Il4r* expression and enhance growth unlike healthy astroglia (Barna et al., 1995; Debinski, 1998). This suggests that type 1 IL4 signaling in glia induces apoptosis unless a neoplastic transformation evades apoptosis and allows IL4 signaling to promote proliferation of astroglia, which happens *in vivo* in zebrafish and *in vitro* in mammalian cells. It should also be noted that the effects of type 1 IL4R signaling on astroglia might be non-cell autonomous as many cells express the receptor after transduction. Additionally, the non-permissive environment hypothesis can include the effects of other cells in the brain on IL4R-expressing astroglia. Further research is needed to clarify this aspect.

We suggest that evolutionarily, mammalian brains developed a non-permissive environment for astroglia that have active IL4 signaling for its potential effects on hyper-proliferation. Under apoptosis-evading conditions of tumors, IL4 receptor (IL4R) is promoting proliferation and blockage or hypomorphic nucleotide polymorphisms in IL4R reduce the aggressiveness of glial tumors (Scheurer et al., 2008). Therefore, our work suggests that an evolutionary divergent role for signaling pathways (such as the IL4 signaling) in astroglia might underlie the disparity between the proliferative and neurogenic properties of mouse and zebrafish astroglia in health and disease. This difference might have functional ramifications in the regenerative outputs of zebrafish and mouse brains.

We would like to note that investigating complex diseases of humans in non-human model organisms is challenging. Recapitulation of the pathological culprits of a disease faithful to the human pathology is unlikely to fully succeed in a model due to inherent physiological differences between the cells of humans and other organisms, even rodents (Qiu et al., 2016; Hodge et al., 2019). However, reductionist models of human diseases in appropriate organisms are quite powerful for addressing particular aspects of pathologies or for designing experimental treatment options that may defy that particular disease. For instance, zebrafish proposed many signaling pathways that could be harnessed for enhanced responses in tissue counterparts in humans (Zon, 1999; Tomasiewicz et al., 2002; Poss et al., 2003; Rubinstein, 2003; Lieschke and Currie, 2007; Newman et al., 2010; Diep et al., 2011; Kizil et al., 2012a, b; Kyritsis et al., 2012; Gemberling et al., 2013; MacRae and Peterson, 2015; Mokalled et al., 2016; Papadimitriou et al., 2018; Celikkaya et al., 2019; Cosacak et al., 2019; Reinhardt et al., 2019). Other disease models in zebrafish yielded in useful information on the pathological mechanisms and led to the development of promising drugs (Cully, 2019).

A peculiarity of zebrafish that is appealing to us is its regenerative ability. Provided that the molecular basis of regenerative neurogenesis is understood in the zebrafish brain, we may have the chance to pinpoint what is missing in mammalian brains and how this “gap” can be filled. Our current study counts among the first such comparative approaches, which we believe will become a norm and will flourish as the reliability of zebrafish disease models prove to be of high relevance to humans. We also emphasize that as a general comparative analysis pipeline, using the experimental data acquired from the disease models; humanized models such as 3D cell cultures can be employed for the validity of the findings in human cells. Finally, the differences in the inherent complexity and the cellular physiology of mammalian brains may render such comparative analysis challenging and the findings in zebrafish may not be directly applicable to mammals in some cases. Such incongruences will also enhance our understanding from an evolutionary standpoint as to why and how mammalian brains lost their regenerative power, and which cell types and in what specific context must be nudged to become regenerative. This audacious workflow will surely increase the comparative power of the findings in zebrafish and validate the reliability of the use of this model in AD research.

## Data Availability Statement

The datasets generated for this study can be found in the GEO GSE140793.

## Ethics Statement

The animal study was reviewed and approved by Landesdirektion Sachsen, Germany. Permit number: TVV 87/2016.

## Author Contributions

VM and CK conceived and designed the experiments and wrote the manuscript. VM performed the experiments and acquired the data. AD, SR, and AP contributed to the generation of sequencing data. PB, TS, KB, NG, and RL contributed to the experimental procedures or provided samples. SP prepared virus particles. MC analyzed the single cell sequencing data. VM, TS, PB, SP, NG, RL, and CK edited the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

How the deposited data were processed for this re-analysis (not part of the article)

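Single-cell transcriptomes from the dentate gyrus of wild type and APP/PS1dE9 mice at 12 months of age were analysed in 4 libraries, 2 per genotype, which the paper describes as replicates of the same cell mix. The other experiments of the paper were not analysed here. The authors aligned and counted the reads with Cell Ranger and deposited UMI counts per gene and barcode without normalization. The files name no genome build. Each matrix lists 28816 features, of which 92 are spike-in controls with 0 UMIs. The listed genes Trbc2, Ighm and Clec7a were not analysed here.

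Cells with 1000 to 10000 UMIs, 500 to 2500 genes and at most 6% mitochondrial UMIs were kept, and genes found in at least 10 of them (12820 genes). The 2 genotypes were integrated with CCA in Seurat 5.3.0, a later version than the one the authors used and with anchors in place of its alignment, over 1974 variable genes, and clustered with 10 dimensions at a resolution of 0.5. The clusters were named from marker lists fixed before the data were examined. A class was eligible for a cluster where at least 3 of its markers were each detected in 10% of the cells, and of the eligible classes the one whose markers were highest over the mean of all clusters was taken. A cluster stayed unnamed where more markers of another class were among its leading genes. The order of these steps, the eligibility before the level, was settled after the clusters had been seen. With the opposite order, 1 cluster of 301 cells (57 wild type and 244 APP/PS1dE9) stayed unnamed. This cluster is led by genes that differ between the genotypes. Doublets were called with Scrublet in scanpy, at an expected rate of 2%, and kept in the main setting.

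Cell classes were compared with the quasi-likelihood test of edgeR 4.0.16 on UMI sums per class and mix, with the mix as a block, TMM scaling and Benjamini-Hochberg adjustment, for classes with at least 10 cells in a mix and genes with at least 10 UMIs. This design rests on 2 mixes. It was tested on simulated data with 200 genes changed 8-fold in 1 class and otherwise equal gene proportions in all classes, unlike the real classes. With TMM, 9 of 61 calls between microglia and astroglia and 12 of 77 between oligodendrocytes and astroglia were unchanged genes, and with library size only 0 of 42 and 1 of 57. For T cells it was 1 of 39 under both scalings, and for neurons 2 of 59 and 1 of 49. The test recovered 26%, 19%, 28.5% and 32.5% of the changed genes for microglia, T cells, neurons and oligodendrocytes with TMM, and 21%, 19%, 24% and 28% with library size only. TMM had been fixed before the data were examined and was kept, so the p-values with library size only are given beside it. DESeq2 1.42.0 was an alternative.

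Genotypes were not tested, since each is 1 mix. Levels are sums of UMIs scaled to equal totals (CPM), and ratios are log2 of APP/PS1dE9 over wild type after adding 1 CPM, with values per library. Shares have 95% exact Clopper-Pearson intervals and sums have exact Poisson intervals. Where no count was found, the limit of 3 counts is given. All cover counting error only. The genes named are Il4ra, the markers of Fig. 4E, the genes of lists fixed in advance (IL4 signaling, IL4-induced, transgene-related, sex-linked, amyloid-associated microglia, homeostatic microglia and dissociation response; of these, P2ry12, Tmem119 and Cx3cr1 are also microglial markers and Mrc1 a macrophage marker), and in microglia-like, oligodendrocyte-like and neuron-like cells the 5 largest positive and the 5 largest negative ratios among genes at 100 CPM or more whose libraries of 1 genotype both lay above both of the other.

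The alternatives were other cell filters, doublets left out, no integration, other resolutions and dimensions, other naming, thinning to 1000 UMIs, other scaling, tool, gene filter, pseudocount and sample unit, and each library left out in turn. Resolutions of 0.2 and 0.1, 4 variants of the naming rule, and microglia-like cells without those that another clustering put with macrophages were chosen after seeing the data. Calculations used R 4.3.3 and Python 3.11.15.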

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

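Of the tests in this part, those of class shares, free RNA, depth, the macrophages of other clusterings and the shift between neuron-like clusters were chosen only after the result had been seen. All ratios compare 1 mix with 1 mix, so the genotype cannot be told apart from the mix, its dissociation or its sort, and the difference between them was not tested.

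Prnp, a gene the paper does not discuss, was higher in APP/PS1dE9. In neuron-like cells it was at 807 and 767 CPM in the wild type libraries and at 6596 and 6441 CPM in the APP/PS1dE9 libraries, a log2 ratio of 3.04 (counting interval 2.90 to 3.20). A larger share of a class rich in Prnp is argued against by the ratios within classes: in 6 of the 9 classes both APP/PS1dE9 libraries were higher and the interval lay above 0. Free RNA would add a like amount to every class, but the difference was 213 times as large in neuron-like (5731 CPM) as in microglia-like cells (26.9 CPM). A candidate explanation is a transcript of the transgene that carries Prnp sequence. This is a hypothesis that counts per gene do not test. App was not higher in neuron-like cells (log2 ratio -0.11).

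In microglia-like cells, 13 genes of a list of amyloid-associated genes fixed in advance were all higher in both APP/PS1dE9 libraries, with a median log2 ratio of 2.92, above 100% of 10000 random lists matched on mean expression. With Igf1 at its bound the median is the same, and without wild type replicate 1 it was 2.25. The largest ratios were those of Cst7 (7.00), Lpl (6.12, from 2 wild type UMIs, interval 4.73 to 9.64), Apoe (5.39) and H2-Aa (5.00), which is not on the list. Igf1 had 0 UMIs in wild type and was higher by at least 4.94 on the log2 scale, against the limit of 3 counts over both wild type libraries. Apoe was at 602 and 243 CPM in the wild type libraries, and without wild type replicate 1 its ratio was 6.21. H2-Aa was at 899 and 184 CPM in the APP/PS1dE9 libraries, and without APP/PS1dE9 replicate 1 its ratio was 3.52 and without replicate 2 it was 5.80. Without wild type replicate 2 the ratio of Lpl was 5.39, and without wild type replicate 1 it had no wild type UMI. The 6 listed homeostatic genes were lower in both libraries, with a median of -1.19. Depth is argued against, since the median was 2.30 with every cell thinned to 1000 UMIs. Macrophage markers were at 401 CPM in 1 of the microglia-like clusters, which holds 57 wild type and 244 APP/PS1dE9 cells. The median was 2.83 in the 885 cells that carry microglial but no macrophage markers, which decides nothing, since few cells were left out. Other clusterings put 98 of the microglia-like cells (10 wild type and 88 APP/PS1dE9) with macrophages. Without them the median in the other 824 cells was 2.83, with 12 of the 13 genes higher in both APP/PS1dE9 libraries, which argues against these cells as the whole explanation. They bear on single genes: without them the ratio of H2-Aa was 3.88 and that of Apoe 6.36. With cells named by their own markers, H2-Aa moved the other way, to 8.18, and Apoe was 6.30. The size of the H2-Aa ratio thus depends on how the cells are chosen. A stronger response to dissociation in the APP/PS1dE9 mix is argued against by a median of -1.08 for the 10 listed genes, all lower in both APP/PS1dE9 libraries. The mixes thus differ in these genes, and a part played by a stronger response in the wild type mix stays open. A response of microglia to the genotype stays open as a hypothesis, as does a difference between the mixes.

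In oligodendrocyte-like cells, Atf3 (log2 ratio 3.48), C4b (3.46), Serpina3n (3.05), H2-D1 (2.97) and B2m (1.81) were higher in both APP/PS1dE9 libraries. Without APP/PS1dE9 replicate 2 the ratio of H2-D1 was 2.17 and that of Serpina3n 2.37. C4b was at 51.2 and 33.2 CPM in wild type and at 337 and 570 CPM in APP/PS1dE9. Atf3 is on the dissociation list, and in microglia-like cells it was lower in APP/PS1dE9 (-0.88). No technical or biological explanation was tested for these genes as a set.

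In neuron-like cells, Fos was higher in APP/PS1dE9 (log2 ratio 1.76), at 121 and 65.5 CPM in wild type and 226 and 447 CPM in APP/PS1dE9. Without wild type replicate 1 the ratio was 2.33, and without APP/PS1dE9 replicate 2 it was 1.21. The 2 neuron-like clusters differ in their share between the genotypes, but such a shift as the whole explanation is argued against by the ratios within the clusters, of which the lowest was 1.44 for Fos (counting interval 0.85 to 2.11) and 1.08 for Dusp1 (0.46 to 1.76). Fos and Dusp1 (1.34) are on the dissociation list, whose genes were lower in APP/PS1dE9 microglia-like cells. Whether the classes differ in this was not tested, and no biological explanation was tested.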

How the results depend on the processing

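The resolutions of 0.2 and 0.1 and the alternatives of the naming rule (its pseudocount, minimum score and order of steps), and microglia-like cells without those that another clustering put with macrophages, were chosen after seeing the data. No paired analysis was possible between the genotypes because these were not tested and the replicate numbers mark libraries of 1 mix. The cell classes were compared within mixes, and without the mix as a block the adjusted p from edgeR was 1.72e-05 for microglia, 7.16e-05 for T cells, 0.579 for neurons and 1 for oligodendrocytes.

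Some alternatives could not move a value. The naming variants with a pseudocount of 20 CPM or a minimum score of 1 renamed no cell, so they repeat the main values, here and in the counts of shares below. Oligodendrocytes and astroglia both had 0 Il4ra UMIs except with cells named by their own markers. With all of these included, of 95 adjusted p-values for Il4ra under an alternative, 94 stayed on their side of 0.05. They ranged from 3.49e-10 to 0.0304 for microglia against astroglia, from 6.57e-08 to 0.0918 for T cells, from 0.444 to 1 for neurons and from 0.822 to 1 for oligodendrocytes. With each library left out, the T cell value from edgeR ranged from 7.95e-05 to 0.0918, the highest without APP/PS1dE9 replicate 2, where astroglia-like cells remained in 1 mix, which is assumed to vary like the others. Scaling by library size only gave 0.00674 for microglia and 0.00627 for T cells, and DESeq2 0.0109 and 0.0114. In the simulation TMM called more unchanged genes than library size for microglia, neurons and oligodendrocytes, and as many for T cells. The last does not clear TMM for T cells, since the simulated classes had nearly equal gene proportions. With only the 2 classes in the fit, oligodendrocytes against astroglia gave no value, because both have 0 UMIs.

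Of 166 shares of cells with an Il4ra UMI, 159 stayed within the counting interval. Without the 98 cells that other clusterings put with macrophages, it was 22.1% in microglia-like cells. Thinning to 1000 UMIs gave 11.6% in microglia-like and 14.8% in T-cell-like cells, as fewer UMIs are drawn per cell. In 3 classes the share rests on 1 cell with a UMI each. With each library left out, the share ranged from 0 to 0.952% in oligodendrocyte-precursor-like, from 0 to 2.56% in endothelial-like and from 0 to 3.85% in immature-neuron-like cells, and in the last it was 0 with 20 dimensions and with cells named by their own markers. No immature-neuron-like cluster was found at 10% mitochondrial UMIs, with at least 500 genes alone, with doublets left out, without integration and at resolutions of 0.2 and 0.1, so these give no value for that class. The intervals of neuron-like and oligodendrocyte-like cells overlapped with cells named by their own markers and without wild type replicate 2, and by the exact upper end but not by the limit of 3 counts without APP/PS1dE9 replicate 1 or 2. Astroglia-like cells had 0 in every alternative run, with 90 cells where at least 500 genes alone were required.

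The wild type and APP/PS1dE9 cells kept were 1467 and 1496 at 10% mitochondrial UMIs, and 1624 and 1607 with at least 500 genes alone.

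Of 276 class shares, 249 stayed within their interval. A cluster named macrophage-like held 98 cells at resolution 1.0, 132 with doublets left out, 78 without integration, 41 with at least 500 genes alone and 36 with 20 dimensions, and clusters of 134 cells at resolution 0.2 and of 77 at 10% mitochondrial UMIs, both highest in macrophage markers, stayed unnamed. Only 95 of the 132, 38 of the 78, 97 of the 134 and 38 of the 77 cells were of the microglia-like class. Sox11, which leads the immature-neuron-like cluster, was among the leading genes of these clusters. These runs gave no immature-neuron-like cluster, so these clusters may hold its cells and are not macrophages alone. At 10% mitochondrial UMIs, microglia-like cells were 27.9% of wild type and 32.0% of APP/PS1dE9, and oligodendrocyte-like cells 36.9% and 23.3%. With at least 500 genes alone, microglia-like cells were 26.1% and 30.9%, astroglia-like cells 3.14% and 2.43%, and in wild type oligodendrocyte-like cells 34.5% and vasculature-like cells 5.79%. In APP/PS1dE9, microglia-like cells were 29.5% with doublets left out, 29.2% at resolution 1.0 and 29.3% at resolution 0.2, each below the wild type share, because the cluster with macrophage markers took 85, 88 and 87 APP/PS1dE9 cells of the microglia-like class and 10 wild type cells each time. With the marker minimum applied after the score they were 27.1% of wild type and 18.3% of APP/PS1dE9, as a cluster of 301 cells stayed unnamed, so the order of the genotypes for microglia depends on these choices. The cause of the other moves was not tested. APP/PS1dE9 oligodendrocyte-like cells were 17.5% at resolution 1.0, where a cluster of 74 cells highest in oligodendrocyte markers stayed unnamed, and immature-neuron-like cells 0.350% with 20 dimensions and 0.559% by their own markers. With each library left out, the T-cell-like share ranged from 1.24 to 2.65% in wild type and from 3.78 to 7.28% in APP/PS1dE9, the wild type neuron-like share from 20.0 to 24.3%, the wild type oligodendrocyte-like share from 26.8 to 34.8%, and the APP/PS1dE9 share from 6.54 to 10.1% for oligodendrocyte-precursor-like and from 2.16 to 4.07% for vasculature-like cells.

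Of 389 ratios between genotypes, 337 stayed within their interval or spread, 50 moved beyond it and 2 reversed. App in oligodendrocyte-like cells was 0.27, and with each library left out it ranged from -0.037 (without APP/PS1dE9 replicate 2) to 0.47, while the median of the 3 transgene-related genes in microglia-like cells went from -0.21 to 0.0047 under TMM. TMM shifts all genes in microglia-like cells by 0.22 on the log2 scale. The median of the amyloid-associated genes was 1.53 with a pseudocount of 10 CPM, which pulls low genes towards 0.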

Differences from the paper's values

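The paper names the cells with Neu4 and Dcx immature neurons (Fig. 4E). Here Neu4 had a UMI in 56.7% of oligodendrocyte-precursor-like cells, and 102 of the 103 cells with a Neu4 UMI were in that cluster and 0 in the immature-neuron-like cluster. Dcx had a UMI in 26 oligodendrocyte-precursor-like and 16 immature-neuron-like cells. Neu4 was the 1 of 16 markers that was not highest in the class for which the paper names it.

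The legend of Fig. 4C gives the cell type composition of the genotypes as similar. Of the 9 classes, 6 had overlapping counting intervals between the genotypes (microglia-like, neuron-like, astroglia-like, endothelial-like, vasculature-like and immature-neuron-like cells). The oligodendrocyte-like share was 30.7% in wild type and 20.6% in APP/PS1dE9, the T-cell-like share 1.96% and 5.59%, and the oligodendrocyte-precursor-like share 4.53% and 8.39%, beyond the counting error of the pooled libraries. For each of these classes the intervals of at least 1 wild type and 1 APP/PS1dE9 library overlapped. With 1 mix per genotype this is no test of the genotypes.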

Other observations

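Of the tests in this part, those of 1 library, of the number of barcodes and of the cells with Neu4 were chosen only after the result had been seen.

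The 10 Il4ra UMIs in neuron-like cells were weighed against RNA and cells of microglia. The microglial markers were present in neuron-like cells at a median of 0.480% of their microglial level, which would give 0.707 Il4ra UMIs (upper limit 5.05), and the marker with the highest share would give 1.30. Of the 10 counted (exact interval 4.80 to 18.4), the lower end lies above 1.30 but below the upper limit of 5.05. Of the 10 cells, 1 (10%, exact interval 0.253 to 44.5%) carried 3 or more microglial markers, against 1.30% of the other neuron-like cells, and 0 of the 10 were called doublets. At an expectation of 1.30, a count of 10 or more has an exact Poisson probability of 1.2e-06, which argues against RNA of microglia as the source of all 10. Free RNA of other origin was not tested and stays open. Doublets as the source of most of them are argued against by the 1 cell, for which a doublet stays open. With cells named by their own markers, 8 neuron-like and 3 oligodendrocyte-like cells had an Il4ra UMI, with overlapping intervals of their shares. Expression in a few neurons stays open as a hypothesis.

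T-cell-like cells were more frequent in APP/PS1dE9. The cell filter is argued against, because among all deposited barcodes 2.36% in APP/PS1dE9 and 0.786% in wild type carried 3 or more T cell markers, 3.00 times as many, and with barcodes of mostly haemoglobin left out 2.56% and 0.982%. Whether 1 library decides the difference cannot be told apart from counting error: the lower APP/PS1dE9 library had 1.42 times the share of the higher wild type library, with overlapping intervals. No biological explanation was tested.

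Barcodes with over 50% haemoglobin UMIs, none of which passed the filter, were 19.6% and 20.4% of the wild type and 7.89% and 7.48% of the APP/PS1dE9 barcodes. The share was 2.59 times as high in wild type, which restates these shares and decides no explanation. Hbb-bs was also the largest negative ratio in neuron-like cells (log2 ratio -5.14), at 4905 and 444 CPM in wild type replicates 1 and 2, and without wild type replicate 1 the ratio was -2.38 and without replicate 2 it was -5.85. Amounts of blood in the mixes were not tested.

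Cells with Neu4 were set against both marker lists. Of 103 cells with a Neu4 UMI, 96.1% carried a larger share of the listed oligodendrocyte precursor markers than of the immature neuron markers other than Neu4 and Dcx. As 102 of these cells lie in the cluster that was named from the same precursor markers, this is no independent test for precursors, which stay open as a hypothesis. Immature neurons are argued against: 10.7% of the cells with Neu4 (exact interval 5.45 to 18.3%) carried 3 or more of the 7 immature neuron markers other than Neu4 and Dcx, against 67.6% of immature-neuron-like cells (50.2 to 82.0%), and Neurod1 and Igfbpl1 had a UMI in 0 of the 103 cells. Of 47 cells with a Dcx UMI, 25 leaned to the precursor and 22 to the immature neuron markers.

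In microglia-like cells, the median log2 ratio was 0.20 for 8 genes of IL4 signaling, 0.28 for 3 IL4-induced genes and -0.37 for 4 sex-linked genes, at percentiles 97.1, 72.7 and 28.2 of the random lists. Of the 8 IL4 signaling genes, 3 were higher and 1 was lower in both APP/PS1dE9 libraries. Their median was 0.32 without the cells that other clusterings put with macrophages, 0.41 under TMM and 0.40 without wild type replicate 1. Without wild type replicate 2 the median of the IL4-induced genes was 2.10, and without APP/PS1dE9 replicate 1 it was 1.02. Both values are those of Socs1, which had only 2 wild type and 4 APP/PS1dE9 UMIs in this class. It had 0 CPM in wild type replicate 1, so the 2.10 rests on the added 1 CPM and shows no IL4 response. The median of the transgene-related genes was -0.21, at percentile 50.8, with members that went both ways. Xist had 0 UMIs in every library, and Ddx3y had 98, 105, 118 and 115 UMIs in the wild type and APP/PS1dE9 libraries.

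Over all genes with at least 10 UMIs, the counts of the 2 wild type libraries differed with a chi-square of 1.83 per degree of freedom and those of the APP/PS1dE9 libraries with 2.26, against 5.29 to 7.20 between genotypes. Values above 1 exceed the counting error of UMIs, and drawing different cells from 1 mix gives such an excess too.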
